A study of Homo sapiens with 9 samples.

How the data were processed

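RNA sequencing was done on 9 libraries of human pulmonary microvascular endothelial cells, as the labels name them: 3 controls at 0 h, 3 at 4 h and 3 at 14 h of MMC. Group and replicate number of each library come from its label. Libraries were built by a sequencing company with its own kit, per the labels' protocols. The aligner, the counter, the genome build, the annotation and the use of strand are not stated, per the labels and the file headers. The single deposited table has 33120 rows named by gene symbol and 9 value columns, and every column was matched to a library by name.

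The deposited values are a signal of whole reads divided by 1 size factor per library: the authors scaled them before deposition, as the values themselves show. In every column, 100% of the values above 0 came out as whole multiples of a single step, with a largest distance from whole of 4.58e-05. The steps, which are what 1 read is worth, ran from 0.939 to 1.05, and every column had the same median ratio of 1.01 to the geometric mean over libraries, a property of median-of-ratios size factors. For 14 h replicate 1 the step was 0.999, so close to 1 that it could be told from 1 only on large values. The values are called normalised reads here. Recovered reads summed to between 8193593 and 8983019 per library, and a value of 0 allows up to 3 reads. The 10 most abundant rows held between 5.93% and 9.33% of a library's total. No rows of mitochondrial protein genes were seen under their usual prefix. Of the rows, 12050 were 0 in every library, 28 had names turned into dates, and 2 names stood on more than a single row. A further 4327 rows shared a name with a numbered copy, and 771 of these were above 0, with 3.19% of the total. None of the named genes had a numbered copy.

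Genes with a mean of at least 10 over the 9 libraries were tested, 13312 in all. The test was limma (version 3.58.1, R 4.3.3), lmFit and eBayes with trend, on log2(value + 1), with 1 fit for the 9 libraries and group as the term, and Benjamini-Hochberg adjusted p under 0.05 as the threshold. A fold change with this pseudocount understates the change of low genes. The design was written before the data were examined, as were the lists of genes, the rule for named genes and most of the other settings tried. By that rule, the text names in each comparison the 5 largest rises and the 5 largest falls among genes past the threshold whose groups do not overlap and whose mean over the libraries is at or above the median of the tested genes (243 normalised reads), and 12 genes of the study's question whatever their values. A further gene fixed in advance is not reported. Gene lists were tested with camera (inter-gene correlation 0.01) over 21 tests, with fry and with camera at an estimated correlation beside it. All 202 entries of the 7 lists and of the genes fixed in advance were found in the table, 11 of them under older symbols, and SESN2 is in more than 1 of the 7 lists. No tested member of the 7 lists had every library of a group at or under 3 reads. Permutation of a single value in 3 against 3 libraries cannot give an exact two-sided p under 0.1.

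The scripts were tested on simulated data: reads drawn for the 13312 genes with 200 of them changed. The changed genes were not taken from the lowest genes, and each gene had the same spread in all groups. The limma test called 78.5% of the changed genes, 36% of those changed by 0.5 and 88% of those changed by 1 on the log2 scale, and 3.68% of its calls were unchanged genes. In a contrast with no change simulated it made 0 calls. With so few genes changed, the adjusted threshold was stricter than in the data. The shares of changed genes called are therefore not the sensitivity reached in the data.

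The other settings written in advance were pseudocounts of 0.1 and 10, no filter beyond a value above 0, a filter at a mean of 50, quantile normalization, rescaling by median ratios, a fit of only the 6 libraries compared, the replicate number as a block, eBayes without trend, an added fold-change threshold, leaving out each library, fry, the estimated correlation and lists without shared members. On the recovered reads, edgeR (version 4.0.16) with TMM and its quasi-likelihood test and DESeq2 (version 1.42.0) were run, with DESeq2 giving an adjusted p for 13310 genes. Scaling to equal totals, leaving out numbered copies and dates, and removing the trend on gene length were added after seeing the data.

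Gene length here is the genomic span of a gene in GENCODE release 29, matched by symbol for 95.5% of the tested genes, and no coordinate was taken from it since the authors' build is not stated. The trend was a loess curve of log2 fold change on log10 span, subtracted before the set test. Exons of the named genes were compared with other genes of that annotation, and 21 of the 37 named genes overlapped another gene in at least 1 exon base, 6 of them over at least 10% of their exon bases. After the data were seen, 5 further lists were written for the closing section: 24 endothelial, 24 fibroblast, 12 epithelial and 12 blood cell markers and 24 NRF2 target genes. The unchanged groups for the correlation between times were drawn 100 times with a fixed seed from the fitted spread. Tables and figures were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9. No vehicle library of 4 h or 14 h was analysed here. No variants and no traits of the cell donors were examined.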

Results

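RNA of cultured human pulmonary microvascular endothelial cells, as the labels name them, was profiled by RNA sequencing in 9 libraries. These fall into 3 groups of 3 libraries: cells taken at 0 h as the control, and cells treated with MMC for 4 h or for 14 h. MMC is read here as mitomycin, a drug that crosslinks DNA. The study's title concerns pulmonary veno-occlusive disease, in which small lung veins close, and the integrated stress response, a program in which kinases of eIF2alpha slow translation and raise ATF4 target genes. Per the labels, drug or vehicle was given in a low-serum form of the growth medium. No vehicle library of 4 h or 14 h was analysed here, so each change against 0 h contains the drug and the time together. Whether the 0 h cells were kept in the same medium is not stated. Recovered reads per library ran from 8193593 to 8983019, and 1 read stood for 0.939 to 1.05 normalised reads. Of 33120 rows, 21070 were above 0 in at least 1 library and 13312 had a mean of at least 10 normalised reads over the 9 libraries and were tested. The table names genes by symbol and states no genome build, so genes are given by symbol without coordinates. All fold changes are on the scale of log2(normalised read count + 1), all p-values of single genes are Benjamini-Hochberg adjusted and come from limma's moderated test in 1 fit over the 9 libraries, and values are mean ± SD with n = 3.

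Replicates of a group correlated across the tested genes on the log2 scale with r between 0.970 and 0.993. The lowest values were those of 14 h replicate 1 with replicates 2 and 3, at 0.974 and 0.970, against 0.991 between replicates 2 and 3. The replicates differed by more than read sampling in every pair: the chi-square per gene of their recovered reads ran from 1.54 for control replicates 1 and 2 to 27.2 for 14 h replicates 1 and 3, where sampling alone gives about 1. The first principal component held 64.8% of the variance and ordered the groups by time. The second held 19.9% and set the 4 h libraries apart from the other groups. On the third, with 6.68%, 14 h replicate 1 scored 38.1 and 14 h replicates 2 and 3 scored -14.3 and -19.6.

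**Figure D1:**
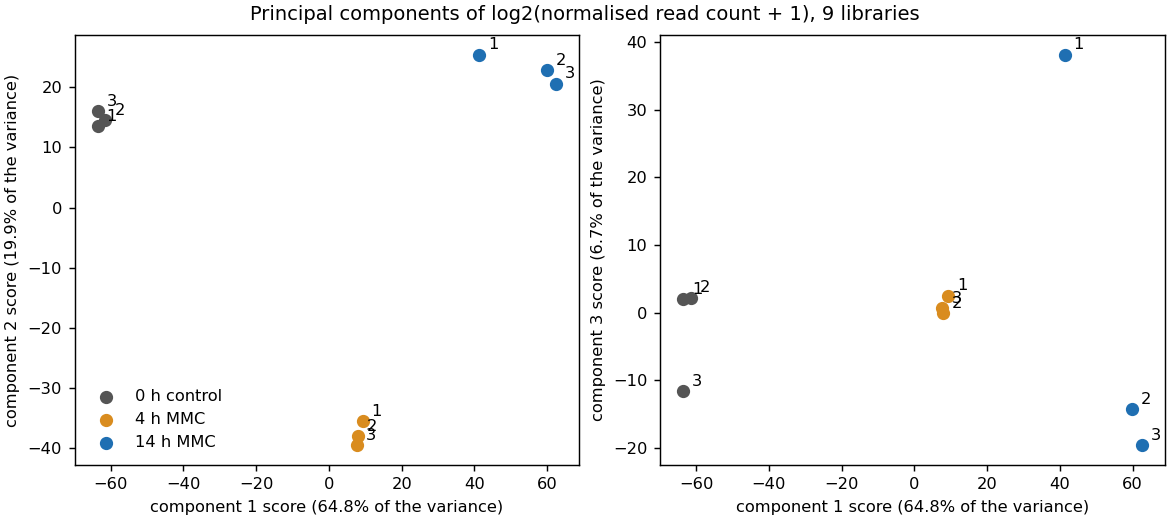
Scores of the 9 libraries on principal components 1 and 2 (left) and 1 and 3 (right) of log2(normalised read count + 1) over the tested genes, with the percent of variance on each axis. Each point is a library with its replicate number, and 14 h replicate 1 lies at 38.1 on component 3, apart from its group.

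The comparison of 4 h MMC with the 0 h control asks which transcripts had changed early in the treatment. At an adjusted p under 0.05, 7209 of the 13312 genes differed, 3599 of them higher and 3610 lower at 4 h. Over all 13312 tested genes, called or not, the groups did not overlap for 8898 (66.8%), where chance gives 10%. Of the alternatives tried, a threshold that also asked for an absolute log2 fold change of at least 1 moved the count of changed genes most, to 1867 genes, with 898 higher and 969 lower. The median absolute log2 fold change of the changed genes was 0.65. On the recovered reads, edgeR's quasi-likelihood test called 7246 genes, of which 7093 were among the limma calls, and DESeq2 called 6632, of which 6576 were.

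At 14 h against the 0 h control, which asks how far expression had moved later on, 8166 genes differed, 4022 higher and 4144 lower. The groups did not overlap for 8553 of all tested genes (64.3%, chance 10%). With the fold-change threshold added, 2804 remained, 1335 higher and 1469 lower. The share of higher genes was 49.3%. Scaling every library to the same total of reads, in place of the authors' size factors, shifted the median of all tested genes by 0.12 on the log2 scale and gave 59.6% higher, with 4920 genes higher and 3339 lower. The direction of small changes at 14 h therefore depended on the scaling, and changes below are relative to the authors' size factors. edgeR's quasi-likelihood test called 8181 genes at 14 h and DESeq2 called 7687.

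A direct comparison of 14 h with 4 h MMC tested whether the changes against 0 h differed between the times. In it, 5635 genes differed, 2687 higher and 2948 lower at 14 h, and 1305 also had an absolute log2 fold change of at least 1. Of all tested genes, 6984 had groups that did not overlap (52.5%, chance 10%). Here edgeR's quasi-likelihood test called 5696 genes and DESeq2 called 5170. Of the genes changed against 0 h, 5449 passed the threshold at both times, 2543 higher at both, 2613 lower at both and 293 in opposite directions. A further 1760 passed it at 4 h alone and 2717 at 14 h alone. Of the genes changed the same way at both times, 1415 lay further from 0 h at 14 h than at 4 h by the direct test, and 554 lay nearer to it. Across the tested genes, which are not independent replicates, the log2 fold changes of the 2 times correlated with Pearson's r of 0.762 and Spearman's rho of 0.732, and 77.9% had the same sign. Because both changes share the control libraries, unchanged groups simulated with the fitted spread gave an r of 0.503 ± 0.0105 (SD, 100 simulations), a rho of 0.465 and 66.7% with the same sign. The observed values were above all of these by more than the spread between simulations. No gene was changed in the simulation, so it tests only whether nothing changed. How much of the observed r comes from the shared controls is not measured by it. Testing without the filter on low values moved r most, to 0.727.

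**Figure D2:**
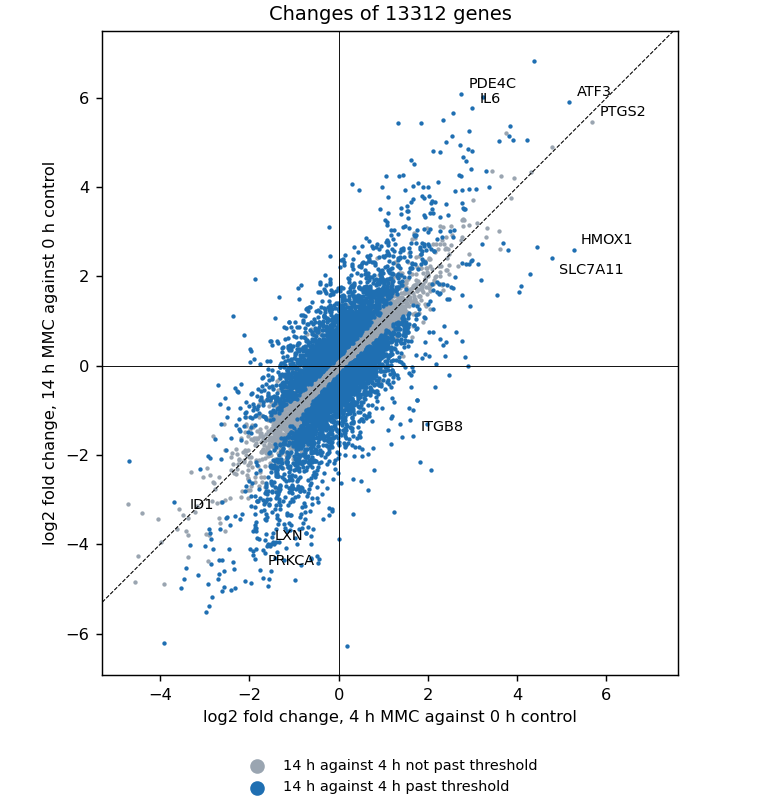
Log2 fold change of each of 13312 tested genes at 4 h (x axis) and at 14 h (y axis) of MMC, both against the 0 h control, with the line of equal change dashed. Blue genes are the 5635 that differed between 14 h and 4 h at an adjusted p under 0.05, and HMOX1 and SLC7A11 lie below the line with log2 fold changes of 5.27 and 4.78 at 4 h.

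The genes named next are the 5 with the largest rise and the 5 with the largest fall in each comparison under the rule in the processing summary, which asks for groups that do not overlap. At 4 h, PTGS2 rose the most, from 62.3 ± 4.30 to 3279 ± 569 normalised reads, a log2 fold change of 5.68 (SE 0.30, adjusted p 7.22e-08). HMOX1 rose from 97.96 ± 8.80 to 3809 ± 353 (log2 fold change 5.27, SE 0.14, adjusted p 8.91e-10). ATF3, SLC7A11 and OSGIN1 followed with log2 fold changes of 5.17, 4.78 and 4.45. Over the alternatives, the call of each of these 5 genes held, and the value of ATF3 moved most among them, to 4.33 with a pseudocount of 10. ID1 fell from 1016 ± 47.1 to 89.3 ± 5.57 normalised reads, a log2 fold change of -3.49 (SE 0.13, adjusted p 6.92e-09). The other falls were those of ELFN2 (-3.42), TNFSF11 (-3.38), APCDD1L (-2.89) and HAS2 (-2.83). The 14 h mean of TNFSF11, 180 ± 210 normalised reads, rested on replicate 1, and without that library it was 58.3.

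At 14 h against 0 h, PDE4C rose from 8.66 ± 2.17 to 764 ± 439 normalised reads (log2 fold change 6.10, SE 0.41, adjusted p 2.15e-07). ATF3 rose from 10.7 ± 3.86 to 692 ± 177 (5.91), IL6 from 67.8 ± 10.5 to 4475 ± 3481 (5.77), PTGS2 to 3159 ± 1997 (5.47) and BTG2 from 54.4 ± 4.77 to 1913 ± 622 (5.06). For IL6 and PTGS2 the 14 h mean rested on replicate 1: without it, the means were 2466 and 2006, and the log2 fold changes were 5.17 and 4.99. The log2 fold change of PDE4C was 6.73 without 14 h replicate 1, 5.72 without 14 h replicate 2 and 5.15 with a pseudocount of 10. The falls at 14 h were those of PRKCA, from 879 ± 139 to 41.8 ± 28.9 (log2 fold change -4.58, SE 0.36, adjusted p 6.94e-07), XYLT1 (-4.40), PTPRG (-4.17), LXN (-4.03) and ADAM12 (-3.90). The 14 h means of PRKCA and PTPRG were 25.7 and 27.02 without replicate 1, in place of 41.8 and 50.7. In the reference annotation, PRKCA, XYLT1, PTPRG and ADAM12 span 508, 369, 736 and 376 kb, and LXN spans 26.9 kb.

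Between 4 h and 14 h, the named rises were PDE4C (log2 fold change 3.35), NR4A1 (2.98), IL6 (2.78), NEAT1 (2.65) and CLDN1 (2.52), of which CLDN1 went from 104 ± 7.26 to 606 ± 118 normalised reads (SE 0.20, adjusted p 3.1e-06). Without 14 h replicate 1, the log2 fold change of IL6 was 2.19. ITGB8, which had risen from 349 ± 44.2 at 0 h to 1107 ± 51.9 at 4 h, was at 116 ± 13.0 at 14 h (-3.25, SE 0.11, adjusted p 1.23e-08). THSD4 (-3.13), TENM3 (-3.11), GPC6 (-3.08) and TNFRSF11B (-2.92) were the other named falls. THSD4, TENM3 and GPC6 span 686, 659 and 1181 kb in the reference annotation. For TNFRSF11B the 14 h mean was 57.4 ± 60.7 and, without replicate 1, 22.7. Of the named genes, PDE4C shares 70.7% and OSGIN1 13.9% of the annotated exon bases with a gene on the same strand, and IL6, EIF2AK3 and NR4A1 share 20.7%, 14.4% and 10.3% with a gene on the opposite strand. None of these 5 overlapping genes has a row of its own in the table, and the counting of such reads is not stated, so these levels are uncertain, that of PDE4C over most of its exons.

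The study's question concerns the kinases of eIF2alpha and the genes they act through, and 12 genes fixed for it in advance are given here. EIF2AK4, which encodes the kinase GCN2, was at 891 ± 26.1 normalised reads at 0 h, 694 ± 38.2 at 4 h and 1079 ± 149 at 14 h. The fall at 4 h had a log2 fold change of -0.36 (SE 0.10, adjusted p 0.00907). Its rise at 14 h against 0 h, 0.27 (SE 0.10, adjusted p 0.0344), lost the threshold in 9 of 20 alternatives, among them quantile normalization (adjusted p 0.0572), leaving out 14 h replicate 3 (0.18, adjusted p 0.138) and leaving out any control library. The tests on recovered reads, which are not among the 20, kept this rise (adjusted p 0.0194 by edgeR's quasi-likelihood test and 0.0277 by DESeq2). The difference between 14 h and 4 h, 0.63, had an adjusted p of 0.000435. EIF2AK1 was at 1613 ± 108, 1653 ± 42.9 and 1584 ± 97.3 at 0 h, 4 h and 14 h, and EIF2AK3 at 244 ± 21.2, 263 ± 13.8 and 264 ± 36.4, and neither differed in any of the 3 comparisons by more than the replicate error (adjusted p from 0.444 to 0.996). EIF2AK2 was at 330.0 ± 39.7, 312 ± 37.6 and 407 ± 60.8. Only its difference between 14 h and 4 h passed the threshold (log2 fold change 0.38, SE 0.13, adjusted p 0.0384), and it did not without 14 h replicate 1 (0.26, adjusted p 0.0719) or in 6 other alternatives. On the recovered reads this difference passed it by edgeR's quasi-likelihood test (adjusted p 0.0338) and by DESeq2 (adjusted p 0.0327).

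ATF4 rose at 4 h from 1947 ± 50.5 to 2349 ± 81.4 normalised reads (log2 fold change 0.27, SE 0.09, adjusted p 0.0189) and was at 1914 ± 209 at 14 h (-0.03, adjusted p 0.778). Leaving out control replicate 1 or 2, or 4 h replicate 1 or 2, each lost the call of the 4 h rise, with adjusted p from 0.0507 to 0.0721. With all libraries, edgeR's quasi-likelihood test (adjusted p 0.016) and DESeq2 (adjusted p 0.0135) kept it. The ATF4 difference between 14 h and 4 h, -0.30 (adjusted p 0.0145), was not past the threshold without 4 h replicate 2 (-0.27, adjusted p 0.06). DDIT3 was at 114 ± 8.04, 229 ± 22.6 and 391 ± 88.5, with log2 fold changes of 1.001 at 4 h and 1.75 at 14 h (adjusted p 0.000242 and 2.06e-06). It shares 27.2% of its annotated exon bases with MARS on the opposite strand, whose mean was 1057 normalised reads, and whether the counting used the strand is not stated. TRIB3 was at 177 ± 27.5, 372 ± 10.4 and 565 ± 105, with log2 fold changes of 1.08 and 1.66 (adjusted p 7.36e-05 and 1.54e-06). HMOX1 was lower at 14 h, with 606 ± 133 normalised reads, than at 4 h by a log2 fold change of -2.67 (SE 0.14, adjusted p 2.19e-07), and still above 0 h by 2.60.

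CDKN1A rose from 2367 ± 98.5 to 24288 ± 803 at 4 h and 37906 ± 4497 at 14 h, with log2 fold changes of 3.36 and 3.99 (SE 0.10, adjusted p 1.54e-09 and 2.68e-10). MDM2 rose from 543 ± 42.3 to 3252 ± 161 and 4511 ± 508 (2.58 and 3.05, SE 0.09). BMPR2 did not differ at 4 h (812 ± 79.3 against 739 ± 55.4, adjusted p 0.28) and was at 430.4 ± 37.7 at 14 h (-0.91, SE 0.10, adjusted p 9.69e-06). CDH5, which encodes the endothelial cadherin of adherens junctions, fell from 109 ± 32.9 to 40.5 ± 2.18 and 15.2 ± 3.30 normalised reads, with log2 fold changes of -1.36 and -2.74 (SE 0.25, adjusted p 0.000678 and 2.11e-06). Without control replicate 3, which lay apart from the other controls, they were -1.64 and -3.01. These levels were low: the median tested gene was at 237 normalised reads in the controls, and COL1A1 at 165201 ± 26208.

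**Figure D3:**
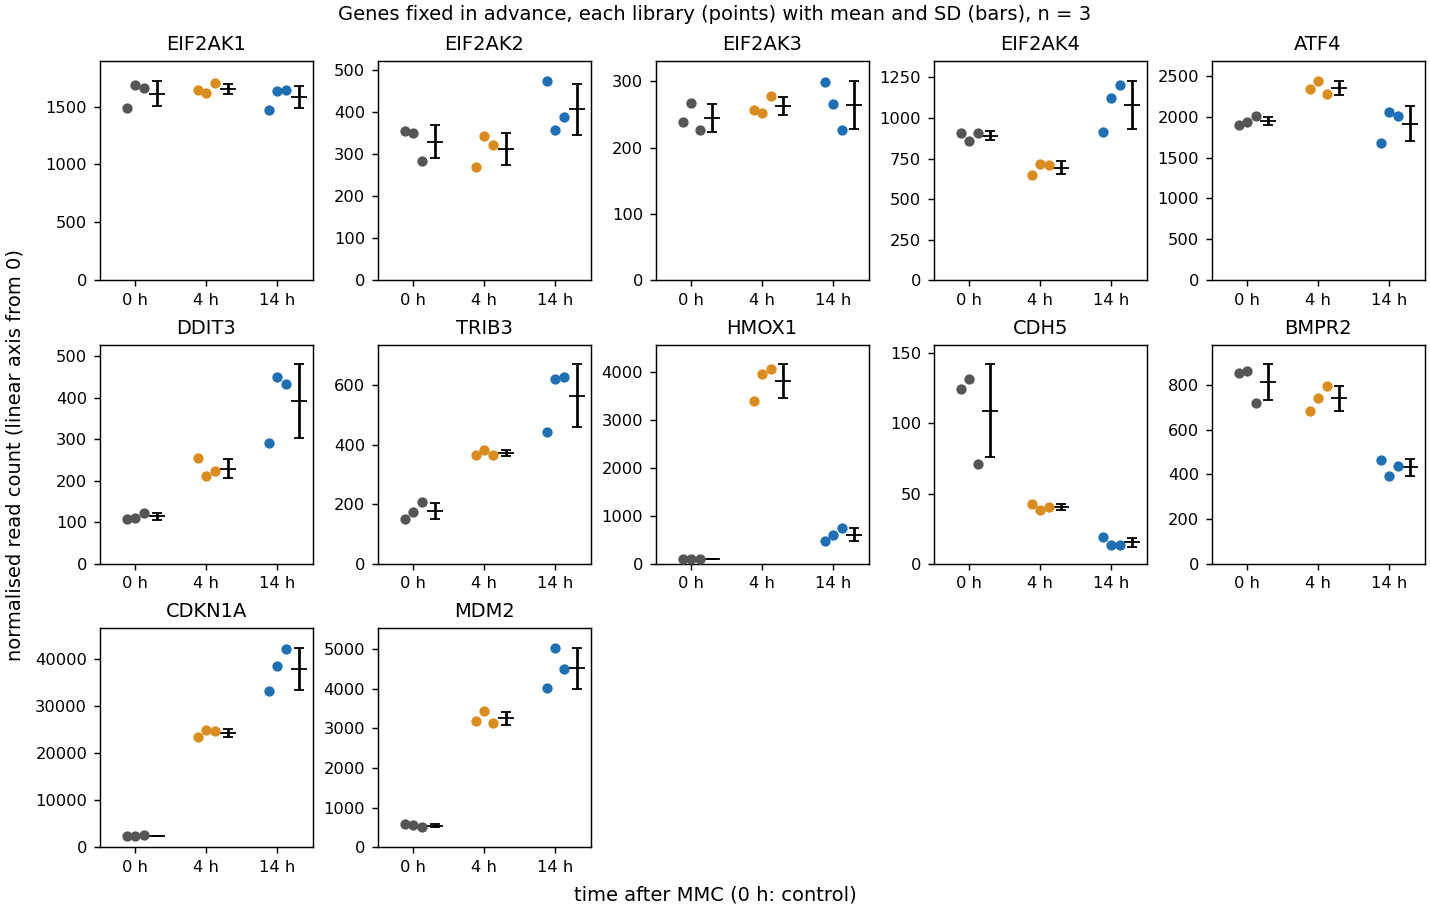
Normalised read counts (y axes, linear from 0) of 12 genes fixed in advance at 0 h (control), 4 h and 14 h of MMC (x axes); points are the 3 libraries of a group and bars are mean and SD. CDKN1A and MDM2 were higher at both times in all libraries, CDH5 lower, and HMOX1 highest at 4 h with 3809 ± 353.

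Gene lists for 7 programs, also written in advance, were tested with camera, a set test of limma, at its preset inter-gene correlation of 0.01, two-sided, with Benjamini-Hochberg adjustment over the 21 tests of 7 lists in 3 comparisons. The median change of every list had the stated direction in 3 of 3 libraries. All 28 p53 target genes were higher at 4 h (median log2 fold change 1.85, adjusted p 1.73e-19) and at 14 h (2.60, adjusted p 1.73e-19), each past the threshold over all genes and adjusted over the list alone. Of all alternatives, an inter-gene correlation estimated from the data changed the list calls most: with it, all 16 calls at the preset value were lost, and the adjusted p of the p53 list at 14 h was 0.137. Under fry, the other set test of limma, all 16 calls held. At 14 h the p53 median was higher than at 4 h by 0.58 (adjusted p 1.65e-09).

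The integrated stress response list of 36 genes had a median log2 fold change of 0.63 at 4 h (camera adjusted p 5.2e-07) and 0.49 at 14 h (adjusted p 0.000339). At 4 h, 22 of its genes were higher and 3 lower past the threshold over all genes, and 25 passed adjusted over the list alone. At 14 h, 18 were higher and 6 lower, and 25 passed adjusted over the list alone. The difference between the times, -0.15, was not past the threshold (adjusted p 0.165), except once the trend of fold change on gene length was removed (-0.20, adjusted p 0.00644), an alternative chosen after seeing the data. All 23 cholesterol synthesis genes were higher at both times, with medians of 1.01 (adjusted p 2.84e-13) and 1.52 (adjusted p 7.56e-15). Past the threshold were 22 at 4 h and 23 at 14 h, and 23 at both times adjusted over the list alone. Their median was higher at 14 h than at 4 h by 0.48 (adjusted p 5.2e-07).

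Mitosis genes fell, with medians of -0.57 at 4 h (adjusted p 0.000133) and -1.44 at 14 h (adjusted p 4.5e-10), and were lower at 14 h than at 4 h (-0.90, adjusted p 1.87e-07). Of the 25 genes, 16 were lower and 1 higher past the threshold at 4 h, with 18 changed adjusted over the list alone, and 25 were lower at 14 h by both counts. The crosslink repair list of 25 genes did not shift at 4 h (-0.32, adjusted p 0.187, 12 genes changed over all genes and adjusted over the list alone), and its median was -0.21 without control replicate 2, -0.13 with the trend on gene length removed and -0.07 with a filter at 50 normalised reads in place of 10 (adjusted p 0.511). At 14 h its median was -0.71 (adjusted p 0.00371), with 15 genes lower and 3 higher and 18 changed adjusted over the list alone. With that filter, the 14 h median was -0.38 and the call was lost (adjusted p 0.0686). Between 4 h and 14 h the list changed by -0.62 (adjusted p 0.00302), by -0.36 without 14 h replicate 1 (adjusted p 0.00993) and by -0.23 with the filter at 50 (adjusted p 0.034). The list medians of the single 14 h libraries against 4 h, from -0.50 to -0.37, were all smaller in size than -0.62. Interferon genes did not shift at 4 h (-0.23, adjusted p 0.481, 15 of 27 changed by both counts), where leaving out control replicate 1 gave -0.15. At 14 h they were higher than at 0 h (0.61, adjusted p 0.000171), with 18 higher and 2 lower and 20 changed adjusted over the list alone, and higher than at 4 h (0.77, adjusted p 9.92e-08).

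The endothelial junction list had 21 of its 25 genes tested. Its median was -0.10 at 4 h (camera adjusted p 0.176), with 4 genes higher and 9 lower and 13 changed adjusted over the list alone. The size of this median was unstable, from -0.04 with the filter at 50 normalised reads to -0.34 with numbered copies and dates left out, and the list was not past the threshold in either (adjusted p 0.406 and 0.14). At 14 h the median was -0.40 (adjusted p 0.0225), with 3 genes higher and 10 lower and 13 changed adjusted over the list alone. This call was lost with the filter at 50 normalised reads (-0.36, adjusted p 0.0563) and once the trend on gene length was removed (-0.18, adjusted p 0.301). The difference between 14 h and 4 h, -0.26, was not past the threshold (adjusted p 0.196), and was -0.13 without 14 h replicate 3 and -0.05 with the trend on gene length removed (adjusted p 0.344). By fry, the junction list passed the threshold at 4 h and between the times and the crosslink repair list at 4 h (adjusted p 0.00217, 0.00214 and 0.00139). Of the junction genes, 7 are also in a list of endothelial markers, none of which reached the level of the median tested gene in the controls.

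**Figure D4:**
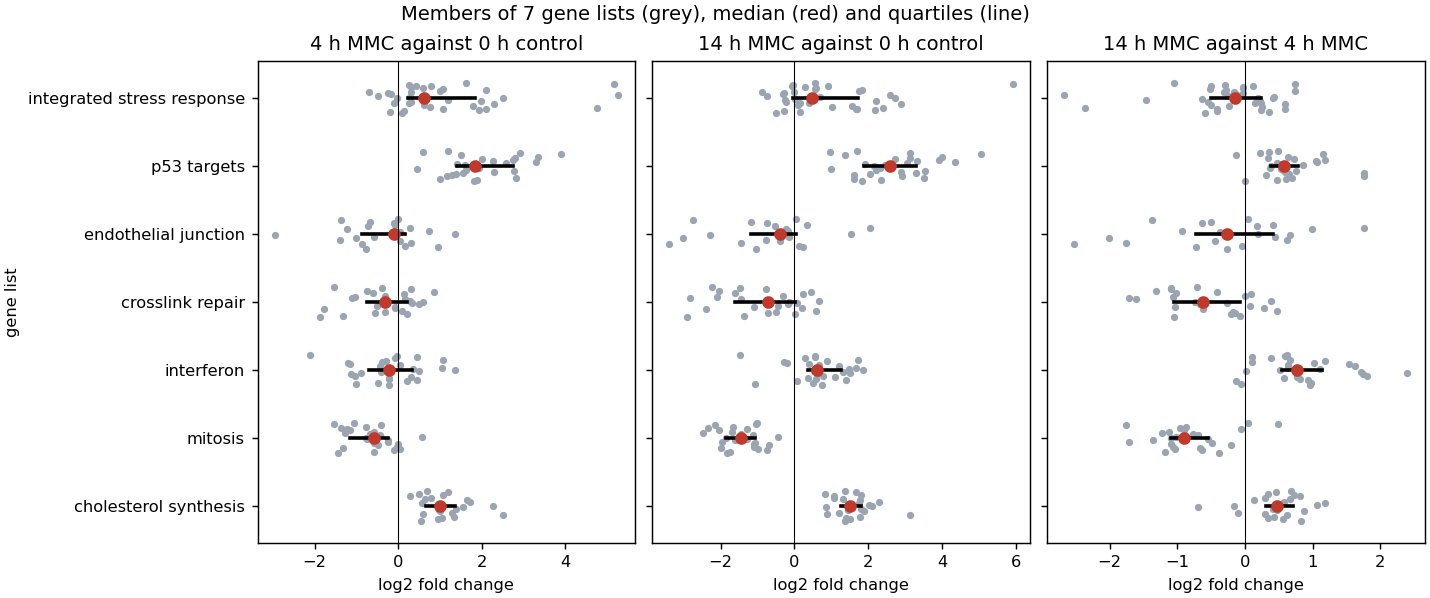
Log2 fold change (x axes) of the members of 7 gene lists (y axis) in the 3 comparisons; grey points are genes, red points medians and black lines quartiles. The p53 and cholesterol lists lie above 0 at both times, with 14 h medians of 2.60 and 1.52, and the mitosis list has a 14 h median of -1.44.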

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

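The results here were picked out because the direct test of 14 h against 4 h MMC found that the changes against 0 h differed between the times. The tests by total-read scaling, gene length and depth below were chosen after the result was seen, as was the use of single-library and quantile fits to weigh these results. Those fits themselves and the count of other splits were fixed before.

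In the direct test, 5635 genes differed. When the 6 libraries of 4 h and 14 h were divided into 3 and 3 in all 10 ways, 1 of the 10 splits, the real one, gave as many genes, and each other split gave 0. For 4 h against 0 h (7209 genes) and for 14 h against 0 h (8166 genes) it was also 1 of the 10 splits. A share of 1 in 10 is the smallest that 3 against 3 libraries allow, so the splits alone cannot separate these counts from accidental grouping.

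Of the 7 lists, 5 differed between the times. The median log2 difference, 14 h minus 4 h, was 0.58 for p53 targets, -0.62 for crosslink repair, 0.77 for interferon, -0.90 for mitosis and 0.48 for cholesterol synthesis. The differences of single genes past the threshold, on the same scale, were 3.35 for PDE4C, 2.98 for NR4A1, 2.78 for IL6, 2.65 for NEAT1 and 2.52 for CLDN1 among the named rises. Among the named falls they were -3.25 for ITGB8, -3.13 for THSD4, -3.11 for TENM3, -3.08 for GPC6 and -2.92 for TNFRSF11B. Among the genes fixed in advance they were 0.38 for EIF2AK2, 0.63 for EIF2AK4, -0.30 for ATF4, 0.75 for DDIT3, 0.59 for TRIB3, -2.67 for HMOX1, -1.38 for CDH5, -0.78 for BMPR2, 0.64 for CDKN1A and 0.47 for MDM2.

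Scaling between samples would make these differences lose the threshold when the scaling is exchanged. Under quantile or total-read scaling, 0 of the 25 lists and genes did. A difference in sequencing depth would need depths that part the groups, and the mean recovered reads of the 14 h libraries were 0.971 times those of the 4 h libraries. Gene length was tested on the lists: with the trend on genomic span removed, 0 of the 5 lists lost the threshold. It was not tested on the single genes and stays open for them. The 448 tested genes spanning 300 kb or more, THSD4, TENM3 and GPC6 among them, had a median log2 difference of -0.92. For the 14 h library that lies apart, replicate 1, leaving it out lost 0 of the 5 lists and, of the 20 single genes, 1, where a loss of up to 2 was allowed. It was EIF2AK2 (0.26, adjusted p 0.0719, over a range from 0.0178 under total-read scaling to 0.158 without 4 h replicate 1). The ATF4 difference was lost without another library, 4 h replicate 2 (-0.27, adjusted p 0.06). The differences therefore do not rest on 14 h replicate 1, except for EIF2AK2, though the library set their size in places: the crosslink repair difference was -0.36 without it, IL6 2.19, PDE4C 3.99 and, moved the most, TNFRSF11B -3.76. The filter at 50 normalised reads lowered the crosslink repair difference further, to -0.23 (adjusted p 0.034).

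What also stays open is the split between drug and time. Both groups received the drug, and no untreated library of 4 h or 14 h was analysed here, so a response that the drug starts and time extends cannot be told apart from a change of the culture and its low-serum medium. For cholesterol synthesis genes, the low-serum medium rather than the drug could raise these genes, and the test of it needs untreated libraries in that medium, of which there were 0.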

How the results depend on the processing

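Total-read scaling, leaving out copies and dates, and removing the trend on gene length were tests chosen after the result was seen, and the others here were not. The counts of changed genes stayed within 1.5 times of the reported ones under every alternative tried except the added fold-change threshold, which left 1867, 2804 and 1305 genes for 4 h against 0 h, 14 h against 0 h and 14 h against 4 h. Leaving out each library in turn gave 5994 to 8371, 7378 to 8827 and 4341 to 6599 genes in the same order, with the highest count of each without 14 h replicate 1. Rescaling by median ratios says nothing about stability, because the columns already had equal median ratios. Total-read scaling raised the share of higher genes from 49.9% to 55.7%, from 49.3% to 59.6% and from 47.7% to 57.0%.

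The replicate numbers of the labels were tried as a replicate block, which gave 7119, 8091 and 5531 genes. Same-numbered libraries had residual correlations between -0.135 and 0.152, so the numbers did not pair the libraries. The block changed a single call among the named genes, EIF2AK2 at 14 h against 4 h (adjusted p 0.0521), and no call of a list.

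With the inter-gene correlation estimated, every one of the 16 list calls was lost at unchanged medians. At 4 h these were 0.63 for the integrated stress response, 1.85 for p53, -0.57 for mitosis and 1.01 for cholesterol. At 14 h they were 0.49 for the integrated stress response, 2.60 for p53, -0.40 for junction, -0.71 for crosslink repair, 0.61 for interferon, -1.44 for mitosis and 1.52 for cholesterol. Between the times they were 0.58 for p53, -0.62 for crosslink repair, 0.77 for interferon, -0.90 for mitosis and 0.48 for cholesterol. The adjusted p ran from 0.116 to 0.299 over these 16. Few libraries make the estimated correlation itself uncertain, and the cause was not tested. Under fry, 3 more results passed the threshold at unchanged medians: junction at 4 h (-0.10) and between the times (-0.26), and crosslink repair at 4 h (-0.32). The filter at 50 normalised reads lost junction (-0.36) and crosslink repair (-0.38) at 14 h, where fewer genes of each list were tested. With the trend on gene length removed, junction at 14 h was lost (-0.18) and the integrated stress response between the times was gained (-0.20). The same set statistic without that correction gave adjusted p of 0.0181 and 0.052 for these 2 results, so the correction made the difference. No list changed its call or direction in the 9 fits that each left out a library.

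The correlation between the 4 h and 14 h changes moved from 0.762 to 0.727 without the filter, to 0.751 under quantile normalization, and lay between 0.750 and 0.767 over the fits that each left out a library.

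Of 65 named results, 55 were past the threshold and 11 changed a call or direction in any of 20 alternatives. All 11 were changes of EIF2AK1, EIF2AK2, EIF2AK3, EIF2AK4 and ATF4. The reversed ones were changes near 0. Under total-read scaling, EIF2AK1 was 0.093 at 14 h against 0 h and 0.0046 against 4 h, ATF4 0.089 at 14 h against 0 h, and EIF2AK3 0.067 at 14 h against 4 h, where that scaling shifts all genes upward. Over the fits that each left out a library, EIF2AK1 ran from -0.019 to 0.071 at 4 h and from -0.082 to 0.026 at 14 h, EIF2AK2 from -0.18 to 0.021 at 4 h, ATF4 from -0.086 to 0.064 at 14 h, and EIF2AK3 from -0.096 to 0.10 at 14 h against 4 h. The 14 h rise of EIF2AK2 was past the threshold under total-read scaling (0.42, adjusted p 0.0163) and without 14 h replicate 2 (0.39, adjusted p 0.0389).

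At this depth, 13312 of the 21070 genes above 0 were tested. The simulation called 36% of genes with a log2 change of 0.5, but it changed far fewer genes than differed here. Its share is therefore not the sensitivity reached in the data. The EIF2AK3 changes against 0 h, 0.107 at 4 h and 0.106 at 14 h, were smaller than their SE of 0.116. Changes of that size could not be told from 0.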

Other observations

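All tests in this part were chosen after the pattern was seen, except that of an elongation block, whose test was written down before. All are hypotheses, since each pattern was found and tested on the same data.

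Genes fell with their genomic length. At 14 h against 0 h, the 448 tested genes spanning 300 kb or more had a median log2 fold change of -1.75, and 80.6% of them were lower and 4.46% higher past the threshold. For the 2505 genes under 10 kb the median was 0.14, with 22.8% lower and 36.5% higher. At 4 h the median of the longest genes was -0.85. Of the longest genes, 19 had every library of 0 h or 14 h at or under 3 reads, and with these at their bound the 14 h median was -1.73. Per library, the median of the longest genes minus that of genes under 30 kb was 0.97 ± 0.10 at 0 h, 0.068 ± 0.044 at 4 h and -0.93 ± 0.36 at 14 h, relative to each gene's mean over the libraries (SD, n = 3). The exact two-sided permutation p against 0 h was 0.1 for both times, the smallest that 3 against 3 allow. RNA fragmentation or end bias would act on transcript length or GC content, and with these and expression held fixed the rank correlation of the 14 h change with span was -0.33, against -0.31 without. That a DNA crosslink blocks elongation, so that genes fall with genomic length, predicted a fall at every expression level: over 10 deciles of expression, Spearman's rho at 14 h had a median of -0.30 and lay between -0.46 and -0.14. At 4 h it lay between -0.33 and 0.0028. The hypothesis remains a candidate explanation for the 14 h pattern. Time in culture or the low-serum medium stays open, with 0 time-matched untreated libraries.

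The junction list, which fell at 14 h, may owe its shift in part to gene length, since the adjusted p of the list was 0.301 once the trend on genomic span was removed. Over all alternatives it ran from 6.9e-05 to 0.301.

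Marker transcripts of fibroblasts were far above those of endothelial cells in every library. In the controls, 22 of 24 fibroblast markers lay above the median tested gene, with a median of 2547 normalised reads, and 0 of 24 endothelial markers did, with a median of 56.8. The most abundant fibroblast markers were COL1A1 (165201 ± 26208), COL1A2 (43447 ± 6024), COL6A3 (40515 ± 9968), COL6A1 (39425 ± 4560) and COL6A2 (38113 ± 2697), while MFAP5 was listed at 0 in all libraries. The highest endothelial markers were PECAM1 (231 ± 36.4), TEK (226 ± 18.4) and FLT1 (197 ± 7.48), with VWF at 132 ± 45.1. Epithelial and blood cell markers had medians of 0.35 and 0.17, with KRT19 at 212 and CD68 at 838 as the highest. A single mislabelled library is excluded as the source, since the ratio of summed fibroblast to summed endothelial markers was at least 176.5 in each of the 9 libraries. Counting that misses endothelial genes through copies of the same name is also excluded: 1 of 24 endothelial markers had a numbered copy, and 22 had a control mean of at least 10. Cultures of mostly mesenchymal cells with a minority of endothelial cells are consistent with the 22 of 24 markers. Endothelial cells that took up a mesenchymal program in culture would give the same bulk values, and the 2 cannot be told apart with 0 libraries measured in single cells. The fibroblast list shares no gene with the junction list, and how many of its genes the labelled cell type expresses was not tested.

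This bears on CDH5. Loss of a minority of endothelial cells as the whole cause would lower all endothelial markers alike, if no other cell in the culture expressed them. Of 20 tested endothelial markers, 15 were lower at 14 h past the threshold and 0 higher, with a median log2 fold change of -1.57, and at 4 h 12 were lower with a median of -0.78. They moved apart, from -4.61 for PLVAP to 0.08 for FLT1, with CDH5 at -2.74. Of the 19 others, 11 fell less than CDH5 by over 2 combined standard errors and 2 fell more. Whether other cells of the culture express some of these markers was not tested, and such expression would also make the falls unequal. The unequal falls therefore cannot decide whether loss of endothelial cells was the whole cause, a part of it or neither. The 7 markers that the junction list also holds include CDH5 itself. The fall at 14 h was not limited to endothelial markers. Most tested fibroblast markers were lower past the threshold too, among them COL5A1 (-2.59), PDGFRA (-2.48) and COL1A1 (-1.78). DCN, LUM, DDR2 and TWIST1 were not past it, and TCF21 was higher (2.27).

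HMOX1 and SLC7A11 were high at 4 h and lower again at 14 h. An NRF2-type response at 4 h would move the other targets in the same way. A list of 24 NRF2 targets held 4 genes whose values had been seen, OSGIN1 among them. Of the rest, 19 were tested, none of them in the integrated stress response list or among the named genes. At 4 h their median log2 fold change was 0.64, with 16 higher and 0 lower past the threshold (camera unadjusted p 9.76e-09, limma). From 4 h to 14 h it was -0.61, with 14 lower and 1 higher (unadjusted p 1.46e-06). At 14 h against 0 h it was 0.33, with 11 higher and 6 lower, and the list was not past the threshold (unadjusted p 0.0952). Under fry the 3 unadjusted p-values were 5.6e-06, 3.23e-05 and 0.0139. These values are consistent with a transient response of NRF2 targets, and whether the drug, the time or the medium caused it was not tested.

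Control replicate 3 lay apart from the other controls, with a chi-square per gene of 9.21 and 10.4 against them, where they differed from each other by 1.54. Shorter or partly degraded RNA, which lowers long transcripts, may explain it: across genes, its deviation from the other controls had a Spearman's rho of -0.41 with transcript length, against -0.18 to 0.11 for the 4 h libraries and -0.21 to 0.15 for the 14 h libraries within their groups. CDH5 was at 71.3 in this library and at 125 and 131 in the other controls. Without it, the log2 fold changes of CDH5 were -1.64 at 4 h and -3.01 at 14 h.

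In 14 h replicate 1, a weaker response to the drug in that library may be part of why it lay apart. Genes raised (898) or lowered (969) at 4 h with an absolute log2 fold change of at least 1 were ranked among the 3 libraries of 14 h. This library was the lowest for 55.6% of the raised and the highest for 62.4% of the lowered genes, the end against the 4 h change. It was at the other end for 30.4% and 23.1%. The control level was not used, so that end is nearest to the control only for genes still on the same side of it at 14 h. Since a library that lies apart from a close pair is mostly at either end, the share at the end against the 4 h change was taken among the genes for which it was at an end, where no preference gives 50%. It was 64.6% for the raised and 73.0% for the lowered genes, and 54.2% and 53.96% for genes not past the threshold at 4 h, by the direction of their change. Its p53 list median against the controls was 2.01, against 2.74 and 2.75 in replicates 2 and 3, and its longest genes minus short genes measure was -0.51 against -1.11 and -1.16. A weaker response alone leaves other values open. Picked after their values were seen, IL6 (8491 normalised reads against 2593 and 2339), CXCL5 (19192 against 6070 and 5539) and IL24 (532 against 78.9 and 53.6) were higher in this library than in both others.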
